# The H3K9 methyltransferase Setdb1 regulates TLR4-mediated inflammatory responses in macrophages

**DOI:** 10.1038/srep28845

**Published:** 2016-06-28

**Authors:** Rumi Hachiya, Takuya Shiihashi, Ibuki Shirakawa, Yorihiro Iwasaki, Yoshihiro Matsumura, Yumiko Oishi, Yukiteru Nakayama, Yoshihiro Miyamoto, Ichiro Manabe, Kozue Ochi, Miyako Tanaka, Nobuhito Goda, Juro Sakai, Takayoshi Suganami, Yoshihiro Ogawa

## Abstract

Proinflammatory cytokine production in macrophages involves multiple regulatory mechanisms, which are affected by environmental and intrinsic stress. In particular, accumulating evidence has suggested epigenetic control of macrophage differentiation and function mainly *in vitro*. SET domain, bifurcated 1 (Setdb1, also known as Eset) is a histone 3 lysine 9 (H3K9)-specific methyltransferase and is essential for early development of embryos. Here we demonstrate that Setdb1 in macrophages potently suppresses Toll-like receptor 4 (TLR4)-mediated expression of proinflammatory cytokines including interleukin-6 through its methyltransferase activity. As a molecular mechanism, Setdb1-deficiency decreases the basal H3K9 methylation levels and augments TLR4-mediated NF-κB recruitment on the proximal promoter region of interleukin-6, thereby accelerating interleukin-6 promoter activity. Moreover, macrophage-specific Setdb1-knockout mice exhibit higher serum interleukin-6 concentrations in response to lipopolysaccharide challenge and are more susceptible to endotoxin shock than wildtype mice. This study provides evidence that the H3K9 methyltransferase Setdb1 is a novel epigenetic regulator of proinflammatory cytokine expression in macrophages *in vitro* and *in vivo*. Our data will shed insight into the better understanding of how the immune system reacts to a variety of conditions.

One of the key features of macrophages is to produce cytokines and chemokines in response to a variety of environmental and intrinsic stress. Since sustained and/or excessive production of proinflammatory cytokines leads to chronic inflammation, the process is tightly regulated by multiple feedback mechanisms. Among a number of proinflammatory signals, Toll-like receptor 4 (TLR4), a major pathogen sensor for the recognition of lipopolysaccharide (LPS), has been most intensively investigated. Indeed, there is considerable evidence about transcriptional, translational, and post-translational regulation of TLR4-mediated proinflammatory cytokine production^1^,^2^,^3^. Recently, we have reported that members of the activating transcription factor (ATF)/cAMP response element binding protein (CREB) family of transcription factors are involved in a positive (e.g., ATF4) or a negative (e.g., ATF3) regulation of TLR4 signaling^4^,^5^. In addition to transcription factors, epigenetic mechanisms, particularly histone modifications, modulate inflammatory responses positively or negatively depending on the modification types^6^. For example, methylation of histone 3 lysine 4 (H3K4) is associated with activation of transcription, whereas that of H3K9 and H3K27 is related to transcriptional repression^7^.

It is known that histone modifications are affected by intracellular and extracellular conditions. In this regard, Villeneuve *et al*. reported that high glucose conditions may decrease H3K9 methylation levels, thereby accelerating proinflammatory cytokine expression in vascular smooth muscle cells^8^. Although H3K9 methylation was once regarded as stable or irreversible, accumulating evidence has revealed that dynamic changes in H3K9 methylation occur at proinflammatory genes upon stimulation^8^,^9^,^10^. Nevertheless, the molecular mechanism of how H3K9 methylation is regulated on the promoter of proinflammatory cytokines is not fully understood.

SET domain, bifurcated 1 (Setdb1; also known as Eset) is an H3K9 methyltransferase and represses gene expression through trimethylation of H3K9 (H3K9me3). Setdb1 is essential for early development of embryo and global Setdb1-knockout mice are embryonic lethal^11^. On the other hand, gene amplification of Setdb1 is observed in several cancer cell types such as lung cancer^12^, melanoma^13^, and hepatocellular carcinoma^14^, suggesting the role of Setdb1 in carcinogenesis. Moreover, Setdb1 plays a role in differentiation of adipocytes^15^,^16^ and chondrocytes^17^. However, the role of Setdb1 in immune cells or inflammation remains to be elucidated.

Here we demonstrate that Setdb1-deficiency in macrophages increases TLR4-mediated expression of proinflammatory cytokines including interleukin-6 (IL6). In line with this, macrophage-specific Setdb1-knockout mice are more susceptible to LPS-induced endotoxin shock than wildtype mice. As a molecular mechanism, Setdb1-deficiency decreases the basal H3K9 methylation levels on the proximal promoter region of IL6 and augments the LPS-induced NF-κB p65 recruitment to the site, thereby accelerating IL6 promoter activity. This study provides evidence that Setdb1 is a novel epigenetic regulator of proinflammatory cytokine expression in macrophages.

## Results

### Setdb1 suppresses TLR4-mediated proinflammatory cytokine expression

Since global Setdb1-knockout mice are embryonic lethal^11^, we generated macrophage-specific Setdb1-knockout mice by crossing Setdb1 fl/fl mice with LysM Cre/+ mice. In this study, +/+:Setdb1 fl/fl mice (designated WT mice) were used as a control group and LysM Cre/+:Setdb1 fl/fl mice (designated KO mice) were used as an experimental group. We examined mRNA and protein expression of Setdb1 in peritoneal macrophages and confirmed the knockout efficiency (Fig. 1a,b). There was no difference in the number of thioglycollate-elicited peritoneal macrophages defined with flow cytometry between the genotypes (Supplementary Fig. S1).

In an attempt to elucidate the role of Setdb1 in the TLR4-mediated inflammatory responses, we performed cDNA microarray analysis using lipid A (the active component of LPS)-stimulated peritoneal macrophages from KO and WT mice. 

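Setdb1, the H3K9 methyltransferase deleted in macrophages, gave a signal of 589 in WT vehicle and 346 in KO vehicle, and of 521 in WT lipid A and 386 in KO lipid A. It was thus 1.70-fold lower in KO than in WT without stimulation and 1.35-fold lower with lipid A. These signals came from 1 of its 3 probe sets, the other two being below the median signal of every array. Where this probe set lies relative to the deleted part of the gene is not known here, so its signal does not check the genotype labels. Adgre1, which encodes the macrophage surface marker F4/80, gave 10187 in WT vehicle, 9216 in WT lipid A, 3726 in KO vehicle and 6633 in KO lipid A. Ptprc, the leukocyte marker CD45, lay between 14376 and 20776 on the 4 arrays, and Rplp0, a ribosomal protein gene often used as a reference, between 36121 and 41031.

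Thioglycollate-elicited peritoneal macrophages are mostly monocyte-derived cells drawn into the peritoneal cavity by an irritant. Macrophages from WT and KO mice received vehicle or lipid A for 4 h, and each of these 4 conditions was measured on 1 Affymetrix mouse expression array. The paper gives the concentration of lipid A as 10 ng/ml, whereas the sample labels give 10 µg/ml. Because each condition has 1 array, no difference between conditions has a replicate check, and no test or spread between mice can be given.

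The deposited values are probe set signals on a linear scale, and their mean after trimming 2% at each end was 500.004 on every array. A global scaling of each array was inferred from this equal mean, since the software is not given in the sources used here. The median signal of the 45037 probe sets that are not controls was 65.1 in WT vehicle, 74.8 in WT lipid A, 84.2 in KO vehicle and 75.8 in KO lipid A. On the log2 scale these medians differed by 0.20 between WT lipid A and WT vehicle, by -0.15 between KO lipid A and KO vehicle, by 0.019 between KO and WT under lipid A, and by 0.37 between KO and WT under vehicle. Over the 9872 genes at or above the median in both vehicle arrays, the median log2 difference between KO and WT was 0.087, and the medians of gene groups under vehicle are to be read beside these shifts. Each of 18193 genes was represented by its probe set of the highest mean log2 signal. The present and increased calls used in the paper are not used here, and a gene counted as detected in a comparison when the higher of its 2 signals reached the median of that array. A signal below its array's median was taken as background, and a fold against it is given as a lower bound, computed against that median. Probe sets of the same gene differed in their log2 KO over WT difference with an SD of 0.41 under lipid A (4260 genes) and 0.42 under vehicle (4413 genes), which corresponds to 1.33-fold and 1.34-fold. This spread is technical and leaves out the differences between mice and between arrays.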

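Lipid A gave WT macrophages a response of chemokine, interferon-induced and cytokine genes. Cxcl10, a chemokine induced by interferon, was at least 291-fold higher in WT lipid A than in WT vehicle, Ifit1, an antiviral gene, was 120.1-fold higher and Il6 was at least 64.5-fold higher. By the ratio of the signals as measured, which puts genes with background signals in WT vehicle first, the other genes with the largest ratios were Calhm6 at at least 34.3-fold, Ifit1bl1 at at least 29.1-fold, Slfn1 at at least 11.3-fold and Mir155hg, the precursor transcript of microRNA-155, at at least 4.91-fold, together with Gm11772, A530021J07Rik and 5430401F13Rik, whose signals in WT lipid A were 318, 97.1 and 109. Among genes at or above the median in both WT arrays, Ifit1 was followed by Ifit2 at 97.6-fold, Ifit3 at 81.2-fold, Ptgs2 at 76.8-fold and Cmpk2 at 52.9-fold (23.9-fold from a further probe set), a ranking chosen after the values were seen. Of the interferon-stimulated genes listed before the data were examined, 30 of 31 detected members were over 2-fold higher with lipid A and 0 were lower. The same held for 14 of 20 interleukins and other proinflammatory cytokines and for 12 of 21 chemokines, again with 0 lower.

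At this threshold, by the ratio of the signals as measured, 1429 genes were higher in WT lipid A than in WT vehicle, 1378 were higher in KO lipid A than in KO vehicle, and 498 were in both sets. Among the 1429 genes, 47 were also over 3-fold higher in KO lipid A than in WT lipid A. Il1b, which encodes interleukin-1β, had the largest difference, with 1019.6 in WT lipid A and 43071 in KO lipid A, or 42.2-fold. Il1a was 12.0-fold higher, Il12b, a subunit of interleukin-12 and interleukin-23, 7.80-fold higher (846 against 6599) and Il6 6.78-fold higher (4203 against 28480.4). A further probe set of Il12b gave 309 in WT lipid A and 3118 in KO lipid A. The monocyte-attracting chemokines Ccl2 and Ccl7 were 14.1-fold and 7.91-fold higher. Edn1, which encodes endothelin-1, was 16.0-fold higher, the cytokine signaling inhibitors Cish and Socs3 12.4-fold and 5.79-fold, the collagenase Mmp13 15.9-fold, Plac8 15.2-fold, the scavenger receptor Marco 10.7-fold and the cyclin Ccnd2 6.20-fold. A further probe set of Socs3 gave 3.10-fold.

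Of the 47 genes, 5 were already over 3-fold higher in KO under vehicle when signals below the array median were raised to it, namely Marco, Plac8, Mmp13, Ccnd2 and Slfn4. Slfn4 was named after its values were seen. Under vehicle the difference was at least 15.6-fold for Marco, 18.7-fold for Plac8, 7.34-fold for Mmp13 and at least 3.92-fold for Ccnd2, for which a further probe set gave 1.88-fold. Marco rose in WT from a background signal of 6.88 to 91.6, or at least 1.41-fold, so its induction over 2-fold in WT is not secured. In KO, Marco gave 1015 in vehicle and 980 in lipid A. Of the 47 genes, 45 were also over 2-fold higher with lipid A in KO, and Marco and Plac8 were not. Il6, whose vehicle signals were 2.18 in WT and 108 in KO, and Nr4a3 had background signals in WT vehicle, and their differences were at least 1.66-fold and at least 2.18-fold. Plagl1 and Nr4a3 were 9.77-fold and 9.01-fold higher in KO under lipid A, each from 1 of its 3 probe sets, the other two being below the median in KO lipid A. By the median over the 3 probe sets both were lower in KO lipid A, with background signals there. Plagl1 then gave 89.0 in WT lipid A and 66.8 in KO lipid A, and Nr4a3 98.4 and 16.6. With both arrays of a comparison required to reach their median, 517 genes were higher in WT lipid A and 31 were also higher in KO, and with no such requirement on either array the counts were 3274 and 229. With signals below the array median raised to it they were 692 and 44.

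**Figure D1:**
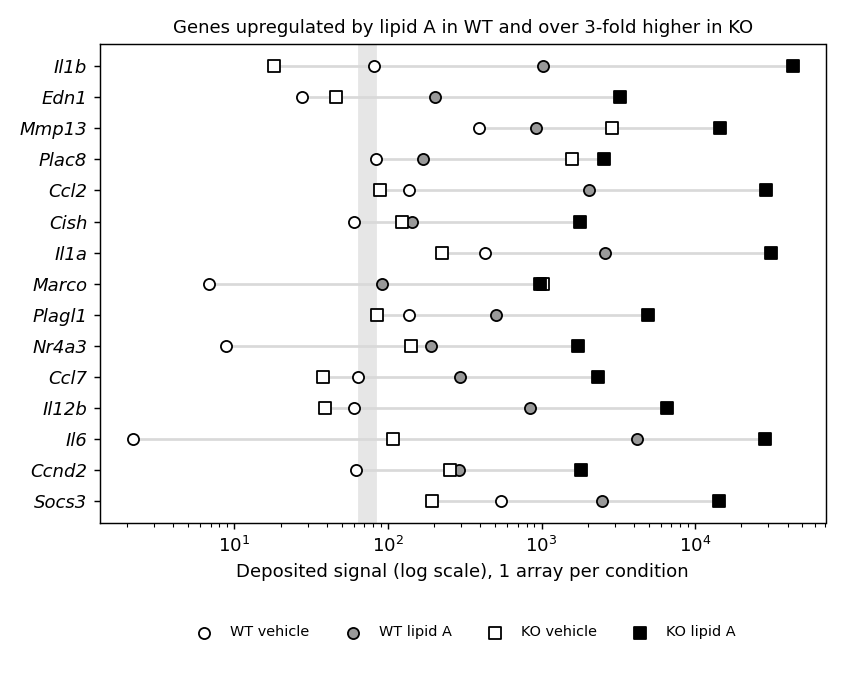
Signals of the 15 genes with the largest KO over WT ratio under lipid A among the 47, on a log axis, with 1 point for each of the 4 arrays (WT vehicle, WT lipid A, KO vehicle and KO lipid A). The grey band spans the median signals of the 4 arrays, from 65.1 to 84.2, below which a signal was taken as background, and Il1b reaches the highest signal in KO lipid A.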

A total of 559 genes were upregulated (>2-fold) in WT macrophages by lipid A treatment, among which 42 genes were further increased (>3-fold) in KO macrophages (Fig. 1c). We focused on these 42 genes, in which Gene ontology analysis using the Reactome database revealed that several signaling pathways associated with interleukins and chemokines were significantly enriched (Fig. 1d).

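The 47 genes over 2-fold higher with lipid A in WT and over 3-fold higher in KO held many secreted signaling proteins. From the list of interleukins and other proinflammatory cytokines, 7 were among them, namely Il1a, Il1b, Il6, Il12b, Edn1, Inhba and Osm, whereas 0.460 would be shared by independent lists, given that 14 members of the list were among the 1429 genes higher with lipid A in WT. Inhba, which encodes a subunit of activin A, was 4.68-fold higher in KO lipid A than in WT lipid A and Osm, which encodes oncostatin M, 4.45-fold higher. From the list of chemokines there were 5, with 0.395 for independent lists and 12 members among the 1429 genes. Besides Ccl2 and Ccl7 these were the neutrophil attractant Cxcl1, which was 4.63-fold higher (8970.3 against 41538), Ccl4 at 4.40-fold and Ccl3 at 3.15-fold. Inhba, Osm, Ccl3 and Ccl4 were named after their values were seen.

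None of the chemokine receptors was among the 47 genes, and Ccr1, the receptor of Ccl3, gave 3629 in WT lipid A and 3436 in KO lipid A. For interleukin-1 processing, Il1a and Il1b were the shared genes. The inflammasome gene Nlrp3 was 2.00-fold higher in KO lipid A, and Casp4, which encodes a caspase that senses LPS, 1.31-fold higher. For interleukin-6 signaling the shared genes were Il6 and Socs3, while the receptor gene Il6ra was 1.91-fold lower in KO lipid A by its brightest probe set and 1.28-fold higher by another, and Jak2 was 1.32-fold higher. For leptin signaling they were Socs3 and Stat5a, and Stat5a was 3.21-fold higher (1206 against 3867), with 6.73-fold from a further probe set. By that further probe set Stat5a was not induced in WT, with 91.8 in WT lipid A and 99.5 in WT vehicle. Aqp9, an aquaporin that also passes glycerol, was 3.88-fold higher with 583 in WT lipid A and 2264 in KO lipid A, and it was the only aquaporin that reached the median of both lipid A arrays.

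Of the classical (M1) activation list, 6 genes were shared, and they included Ptgs2, which encodes cyclooxygenase-2, at 3.50-fold (6.44-fold from a further probe set) and the costimulatory receptor Cd40 at 3.99-fold. From the 30 interferon-stimulated genes among the 1429, 0 were among the 47, with 0.987 for independent lists. The numbers for independent lists were computed within the 1429 genes, since the 47 were drawn from them, and the Reactome analysis itself was not repeated here. Because the 47 genes were chosen for their difference on these arrays, the folds of single members are no independent evidence of its size.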

We confirmed that the lipid A-induced mRNA expression of IL6 and IL12b were augmented in peritoneal macrophages from KO mice relative to WT mice (Fig. 1e). Consistently, peritoneal macrophages from KO mice showed increased secretion of IL6 by lipid A stimulation in the media relative to those from WT mice (Fig. 1f). Meanwhile, the basal levels of IL6 in vehicle-treated KO macrophages tended to be high relative to those in vehicle-treated WT, which did not reach the statistical significance (Fig. 1e,f). In addition, Setdb1 is dispensable for mRNA expression of the genes related to the TLR4-proximal signaling pathways (Supplementary Fig. S2). These observations suggest that Setdb1 suppresses TLR4-mediated proinflammatory cytokine expression.

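Under lipid A, the cytokine, chemokine and NF-κB feedback genes were higher in KO than in WT as groups, while the interferon-stimulated genes were lower. Of the 24 detected interleukins and other proinflammatory cytokines, 15 were over 2-fold higher in KO and 1 was lower, with a median log2 difference of 1.41. They included Csf2, which encodes the growth factor GM-CSF and was at least 25.8-fold higher with a signal of 1933 in KO lipid A, Il23a at at least 5.64-fold, the anti-inflammatory cytokine Il10 at at least 3.68-fold and Tnf at 2.20-fold. The 24 detected chemokines had a median of 0.84, with 10 higher and 2 lower, and the 18 feedback inhibitors of NF-κB a median of 0.79, with 5 higher and 0 lower. The last list also holds the cytokine signaling inhibitors Cish and Socs3, so it does not measure NF-κB feedback alone. Ccl22 was at least 5.24-fold higher, and the feedback genes Nfkbiz and Tnfaip3 were 2.04-fold and 2.11-fold higher.

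The 31 interferon-stimulated genes had a median of -0.50, with 0 over 2-fold higher and 5 lower. Ifit3 was 2.80-fold lower in KO lipid A (9869 against 3528), Ifit2 2.51-fold, Isg20 2.35-fold and Mx2 2.23-fold. Among 10000 random lists of the same size and expression, the medians of the cytokines, the chemokines and the NF-κB feedback inhibitors lay at percentile 100, and that of the interferon-stimulated genes at percentile 0, as a description of these arrays.

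Under vehicle, 16 cytokines were detected and had a median log2 difference of -0.27 between KO and WT, with 2 over 2-fold higher and 4 lower, and the chemokines had a median of -0.35, with 5 of 15 detected chemokines over 2-fold lower in KO and 0 higher. Under lipid A the 16 cytokines and 15 chemokines detected under both treatments had medians of 1.17 and 0.93. The cytokine median under vehicle was 0.10 when signals below the array median were raised to it. Cxcl3 was 24.2-fold lower in KO vehicle (2090.1 against 86.5), Cxcl16 7.17-fold and Cxcl2 5.95-fold. The interferon-stimulated genes had a median of -0.57 under vehicle, with 12 of 30 lower and 1 higher, and Gbp2, an interferon-induced GTPase, was 8.58-fold lower.

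Markers of other cells differed between the genotypes beside these groups. B cell markers had a median of 2.69 under lipid A and 2.74 under vehicle, or 1.64 and 1.83 when signals below the array median were raised to it, and Ms4a1, which encodes CD20, was 22.5-fold higher in KO under lipid A and 16.7-fold higher under vehicle, with 5.29-fold and 6.42-fold from a further probe set. Genes of resident large peritoneal macrophages had medians of 1.70 and 1.99, or 1.63 and 1.99 with signals raised in the same way. Mesothelium and fibroblast markers had medians of -0.92 and -1.18, or -0.72 and -0.66 with raised signals. Neutrophil markers had medians of -0.74 and -1.75, or -0.59 and 0.037 with signals raised in the same way. T and NK cell markers had medians of 0.57 and 1.85, or 0.35 and 1.11 with raised signals. Their lipid A median of 0.57 lay within the range of random lists, -0.83 to 0.94. Macrophage identity genes had medians of -0.15 under lipid A and 0.023 under vehicle, which were -0.17 and -0.35 with each array centred on its median. From the augmented lipid A response in KO macrophages, together with its measurements of IL6 and IL12b, the paper proposes that Setdb1 restrains the production of proinflammatory cytokines downstream of TLR4.

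**Figure D2:**
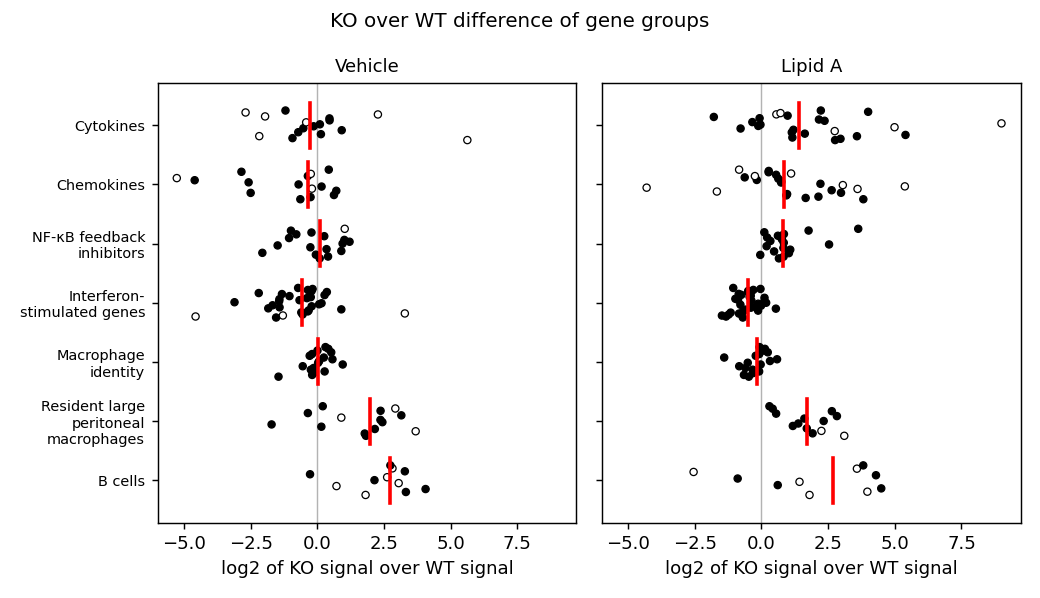
Log2 difference of signal between KO and WT for detected members of 7 gene lists, under vehicle and under lipid A in separate panels, with 1 point per gene. Filled points are genes at or above the median in both arrays, open points are genes at or above it in 1 array, and the red line is the median of the list, which under lipid A lies at 1.41 for the cytokines and at -0.50 for the interferon-stimulated genes.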

### Setdb1 increases H3K9 methylation levels and suppresses transcriptional activity of IL6 promoter

To understand the molecular mechanism of how Setdb1 regulates proinflammatory cytokine expression, we used J774.1 macrophage cell line. Retrovirus-mediated knockdown of Setdb1 was confirmed by real-time PCR and Western blotting (Fig. 2a,b). Of note, there was no appreciable change in Setdb1 protein levels between vehicle- and LPS-treated J774.1 macrophages (Fig. 2b). Similar to peritoneal macrophages, Setdb1 knockdown significantly augmented the lipid A-induced mRNA expression of IL6 and IL12b in J774.1 macrophages (Fig. 2c).

To examine the role of Setdb1 in IL6 transcription, Setdb1-knockdown J774.1 macrophages were transiently transfected with Flag-tagged wildtype (WT) Setdb1 or lysine methyltransferase-defective (C1243A) Setdb1 (Fig. 2d) and were subjected to a luciferase assay with the proximal IL6 promoter construct (from−581 bp) (Fig. 2e). Setdb1 knockdown markedly increased the LPS-induced luciferase activity (Fig. 2e, shGFP Mock vs. shSetdb1 Mock), which was effectively suppressed by replenishment of wildtype Setdb1 (Fig. 2e, shSetdb1 Mock vs. shSetdb1 WT). In contrast, transfection of C1243A Setdb1 did not show the suppressive effect and rather increased the activity (Fig. 2e, shSetdb1 Mock vs. shSetdb1 C1243A). In this study, the expression levels of the mutant Setdb1 were apparently lower than those of WT Setdb1 (Fig. 2d), which may raise the possibility that the lysine methyltransferase activity affects intracellular localization and/or protein stability of Setdb1. Indeed, recent evidence has suggested the involvement of multiple mechanisms including nuclear transport and proteasome degradation in nuclear Setdb1 accumulation^18^,^19^.

We next performed a chromatin immunoprecipitation (ChIP) assay using anti-H3K9me3 antibody to examine the effect of Setdb1 catalytic activity on the IL6 promoter (Fig. 3a,b). The basal levels of H3K9me3 were significantly low in KO macrophages relative to WT macrophages. Consistent with the previous reports^9^,^10^, the H3K9me3 levels were markedly reduced at 1 h after LPS treatment and returned to the baseline levels at 24 h (Fig. 3b and data not shown). On the other hand, the levels were stable in KO macrophages (Fig. 3b). These observations taken together indicate that Setdb1 increases H3K9 trimethylation on the IL6 promoter and suppresses IL6 transcription by its H3K9 methyltransferase activity.

### Setdb1-deficiency increases NF-κB p65 recruitment to the IL6 promoter

To clarify the molecular mechanism of how Setdb1 regulates IL6 transcription, we performed a luciferase assay with a series of truncated IL6 promoter constructs and found that the IL6 proximal promoter region (–150 bp to –27 bp) containing the C/EBP- and NF-κB-binding sites was indispensable for the Setdb1-mediated transcriptional repression (Fig. 4a). Since mutant sequences in the C/EBP-binding site did not affect the IL6 promoter activity (Fig. 4a), we conducted a ChIP assay using anti-NF-κB p65 (p65) antibody (Fig. 4b). In WT peritoneal macrophages, lipid A treatment increased p65 recruitment to the IL6 promoter as previously reported^20^, which was augmented in KO peritoneal macrophages. On the other hand, Western blotting for nuclear localization of NF-κB p65, phosphorylation of mitogen-activated protein kinases and degradation of inhibitor of nuclear factor κBα (IκBα) failed to detect appreciable difference in the TLR4-mediated intracellular signaling pathways in KO and WT peritoneal macrophages (Fig. 4c,d). These observations suggest that Setdb1-deficiency increases NF-κB p65 recruitment to the IL6 promoter.

### Setdb1-deficient mice are susceptible to LPS challenge

To elucidate the pathophysiological significance of Setdb1 *in vivo*, we injected the sublethal dose of LPS (1 mg/kg body weight) intraperitoneally to KO and WT mice. Without LPS injection, there was only a slight increase in the spleen weight in KO mice relative to WT mice without LPS injection (Supplementary Fig. S3a). The weight of the lungs and spleen were significantly increased in KO mice relative to WT mice 24 hours after the LPS injection (Fig. 5a). Histological examination of the lungs revealed more severe inflammatory changes such as marked mononuclear cell infiltration, interalveolar septal thickening and interstitial edema in KO mice than in WT mice (Fig. 5b). In the spleen, there was no significant difference in the number and population of splenocytes between KO and WT mice with or without LPS injection (Fig. 5c and Supplementary Fig. S3b). In line with our *in vitro* data, the LPS-induced increase in IL6 mRNA expression in various tissues and serum IL6 concentrations was augmented in KO mice relative to WT mice (Fig. 5d,e). Furthermore, we injected the lethal dose of LPS (15 mg/kg body weight) intraperitoneally to KO and WT mice and found that KO mice were highly susceptible to the LPS-induced endotoxin shock relative to WT mice (Fig. 5f). Of note, analysis using flow cytometry and quantitative real-time PCR showed no appreciable difference in macrophage polarization in various tissues (Supplementary Figs S1b and S3c). Collectively, these observations suggest that Setdb1 suppresses TLR4-mediated inflammatory responses *in vivo*.

## Discussion

The innate immune system should maintain a balance between effective pathogen defense and appropriate termination of inflammation. Indeed, proinflammatory cytokine production involves multiple regulatory mechanisms, which are affected by environmental and intrinsic stress. In particular, accumulating evidence has suggested epigenetic control of myeloid cell differentiation and function *in vitro*^6^, whereas its role *in vivo* remains to be fully elucidated. In this study, we demonstrated that macrophage-specific Setdb1 KO mice show increased susceptibility to the LPS-induced septic shock. In line with this, Setdb1 negatively regulates TLR4-mediated proinflammatory cytokine expression in cultured macrophages. To examine the molecular mechanism, we focused on IL6 since there was a rapid and evident change in the H3K9me3 levels on the proximal region of IL6 promoter. Then, we found that Setdb1 is required for H3K9 methylation, thereby regulating IL6 transcription through its methyltransferase activity. So far, Setdb1 has been linked to early development of embryos, differentiation of adipocytes^15^,^16^ and chondrocytes^17^, and carcinogenesis^12^,^13^,^14^. To the best of our knowledge, this is the first report to show that Setdb1 is a novel epigenetic regulator of proinflammatory cytokine production in immune cells. Based on our observations and the recent evidence for the role of epigenetic regulation in alternatively activated macrophage phenotype^21^, it is conceivable that histone modifications contribute to fine-tuning of the innate immune system *in vivo*.

H3K9 methylation is a dynamic process. Indeed, LPS stimulation induces a marked reduction of the H3K9me3 levels in macrophages. In this study, Setdb1 deficiency markedly reduces the basal levels of H3K9 methylation without affecting those of IL6 expression, which is followed by increased NF-κB recruitment upon LPS stimulation. These observations led us to speculate that the resting-state H3K9 methylation levels play a role as a gatekeeper that regulates NF-κB accessibility to the IL6 promoter. Interestingly, Aof1, an H3K9 demethylase, is recruited to the promoter region of proinflammatory cytokines such as IL12b and CCL22 by LPS stimulation in dendritic cells, thereby removing H3K9 methylation and increasing NF-κB p65 recruitment to induce their transcription^10^. Since there was no further TLR4-mediated reduction in H3K9me3 in Setdb1 KO macrophages, it is conceivable that Setdb1 is functionally linked to Aof1. Accordingly, it is interesting to know how chromatin remodeling occurs and how it affects proinflammatory cytokine production in acute TLR4-mediated cellular responses.

It is important to address how Setdb1 regulates the H3K9me3 levels on the IL6 promoter. In this regard, Yoshida *et al*. reported a direct binding of ATF7 on the CXCL2 promoter, where ATF7 recruits G9a, another H3K9 methyltransferase, thereby increasing the H3K9 methylation levels and suppressing the CXCL2 transcriptional activity^22^. Similarly, Setdb1 may also have a binding partner which regulates its histone methyltransferase activity and its recruitment to the IL6 promoter. In addition to the histone methyltransferase activity, a recent study pointed to the role of Setdb1 as a non-histone lysine methyltransferase. In hepatocellular carcinoma, amplified Setdb1 dimethylates and stabilizes mutated p53 at Lys370, which leads to cancer cell growth^14^. Currently, we do not exclude the possibility that Setdb1 exerts its repressive effect on IL6 transcription through methylation of non-histone proteins, since it is unclear whether Setdb1 is recruited to the NF-κB binding site of IL6 promoter. Nevertheless, our data suggest that Setdb1 suppresses IL6 expression through its methylation activity on H3K9.

It should be addressed how other H3K9 methyltransferases (such as Suv39h1, Suv39h2, G9a, Glp, and Setdb2 in mammals) are related to Setdb1-mediated regulation of IL6 transcription. Although there may be a compensation mechanism for Setdb1 deficiency, our preliminary data show that Setdb1 deficiency does not affect mRNA expression of other H3K9 methyltransferases in macrophages (unpublished data, Hachiya *et al*., 2016). Of note, Suv39h1, G9a, GLP, and Setdb1 participate in a multimeric complex, where their protein stability and methyltransferase activity are interdependent^23^. Therefore, Setdb1 may collaborate with other H3K9 methyltransferases to regulate IL6 expression. On the other hand, H3K9 methyltransferases in immune cells are supposed to have distinct roles depending on context such as cell types, metabolic status and their target genes^6^. For instance, Setdb2, the family member most closely related to Setdb1, mediates virus-induced susceptibility to secondary bacterial infection by regulating CXCL1 transcription^24^. In vascular smooth muscle cells, Suv39h1 methylates H3K9 on the IL6 promoter to repress IL6 expression^8^. Intriguingly, expression of Setdb2 and Suv39h1 is positively and negatively controlled by interferon-β and high glucose conditions, respectively^8^,^24^. In this regard, H3K9 methylation may modulate inflammatory response depending on a variety of cellular stress. Accordingly, it is important to know how expression and activity of H3K9 methyltransferases are regulated in immune cells, which would be helpful to understand a novel mechanism of cellular response to infection and injury.

On the basis of our observations, we hypothesize a role of Setdb1 in TLR4-mediated proinflammatory cytokine expression as follows (Fig. 6). At resting-state, Setdb1 maintains the H3K9 methylation levels of the proximal region of IL6 promoter. Upon LPS stimulation, there is a reduction of H3K9 methylation levels, which is linked to the recruitment of NF-κB p65 to the site, thereby activating IL6 transcription. Our data suggest that the Setdb1-mediated resting-state H3K9 methylation acts as a gatekeeper that regulates NF-κB accessibility. Moreover, Setdb1 in macrophages plays an important regulatory role in the LPS-induced septic shock *in vivo*. For future directions, it is important to know how Setdb1 expression and activation is regulated in response to internal and external stimuli. In summary, we demonstrate that the H3K9 methyltransferase Setdb1 in macrophages tunes TLR4-mediated inflammatory response *in vitro* and *in vivo*. Our data will shed insight into the better understanding of how the immune system reacts to infection and injury under a variety of conditions.

## Methods

### Animals

Setdb1 fl/fl mice were kindly provided by Dr. Yoichi Shinkai (RIKEN, Saitama, Japan)^25^ and LysM Cre/+ transgenic mice were described previously^26^. Macrophage-specific Setdb1 KO mice on the C57BL/6 genetic background were produced by crossing Setdb1 fl/fl mice with LysM Cre/+ mice in a temperature-, humidity-, and light-controlled room (12 h light/dark cycles), allowed free access to water and standard chow (CE-2; CLEA Japan, Tokyo, Japan). All animal experiments were performed in accordance with the guidelines of Tokyo Medical and Dental University and approved by the Institutional Animal Care and Use Committee of Tokyo Medical and Dental University (No. 2015-008C4, No. 0160381A).

### Cells, reagents, and antibodies

Murine peritoneal macrophages were elicited by peritoneal injection of 3% sterile thioglycollate medium (3 ml per mouse; BD Biosciences, San Jose, CA). Four days after injection, peritoneal exudate cells were collected by peritoneal washing. After red blood cells lysis, the exudate cells were filtered through a 100-μm nylon net filter (Merck Millipore, Darmstadt, Germany). After 4 hours of culture, the attached cells were used as peritoneal macrophages. The J774.1 macrophage cell line was purchased from RIKEN BioResource Center. (Tsukuba, Japan). These macrophages were cultured in Dulbecco’s modified Eagle’s medium (Nacalai Tesque, Kyoto, Japan) containing 10% fetal bovine serum. LPS (L4391 for *in vitro* experiments, L2630 for *in vivo* experiments) and lipid A (L5399) were purchased from Sigma-Aldrich (St. Louis, MO). Monoclonal anti-mouse Setdb1 antibody was prepared as reported previously^16^. Antibodies used in Western blotting and chromatin immunoprecipitation assay are listed in Supplementary Table S1. Antibodies used in flow cytometric analyses were listed in Supplementary Table S2.

### cDNA microarray analysis

cDNA Microarray analysis was performed using Affymetrix GeneChip Mouse Genome 430 2.0 Arrays as described previously^27^. Genes with an average fold change >2.0 or >3.0 together with a label of “present (P)” and “increased (I)” were considered to be differentially upregulated. Pathway and gene ontology analyses were performed using the Reactome database (http://www.reactome.org/)^4^. The raw data are available on the web site of the Gene Expression Omnibus at the National Center for Biotechnology Information (GEO accession: GSE78153).

### Quantitative real-time PCR

Quantitative real-time PCR was performed as described^4^. In brief, 10 ng of cDNA was used for real-time PCR amplification with SYBR GREEN detection protocol in a thermal cycler (StepOne Plus; ThermoFisher Scientific, Waltham, MA). Primers used in this study were described in Supplementary Table S3. Data were normalized to the 36B4 levels, and analyzed using the comparative threshold cycle method.

### Plasmid construction, transfection and knockdown experiments

An expression vector encoding Flag-tagged murine Setdb1 or Setdb1 (C1243A) was a generous gift from Dr. Shinkai^25^. Knockdown-resistant forms of these vectors were generated by the inverse PCR-based site-directed mutagenesis. The rat IL6 promoter luciferase reporter plasmid and the truncated constructs were kindly provided by Dr. Toshihiro Ichiki (Kyushu University, Fukuoka, Japan)^28^. All transient transfection experiments were performed using X-tremeGENE HP DNA Transfection Reagent (Roche Diagnostic, Penzberg, Germany) according to the manufacturer’s protocol. Retrovirus-mediated knockdown of Setdb1 was performed as previously described^5^. The target sequences for shSetdb1 were 5′-GCTACATCATTGATGCCAAACTTGA-3′ as previously described^15^ and shGFP was used as a negative control.

### IL6 promoter luciferase assay

IL6 promoter luciferase assay was performed using J774.1 macrophages as described^4^ with minor modifications. In brief, 6 hours after transfection of luciferase reporter plasmids, cells were treated with LPS (100 ng/ml) for 24 hours. The luciferase activity was measured with a dual-luciferase reporter assay system (Promega, Madison, WI). All data were normalized for transfection efficiency by the division of firefly luciferase activity by renilla luciferase activity.

### Western Blotting

Whole cell lysates and nuclear fractions were prepared as described^4^. Samples were separated by SDS-PAGE and immunoblots were developed with horseradish peroxidase-conjugated secondary antibodies and a chemiluminescence kit (ECL prime; GE Healthcare, Buckinghamshire, UK) and then observed with ImageQuant LAS 4000 mini (Fujifilm, Tokyo, Japan). Full images of Western blots are shown in Supplementary Fig. S4.

### Chromatin immunoprecipitation assay

ChIP was performed as described^29^ with minor modifications. For H3K9me3 ChIP, cells were crosslinked in phosphate-buffered saline (PBS) containing 1% formaldehyde (28908, ThermoFisher Scientific) for 5 min. For p65 ChIP, cells were first crosslinked in PBS containing 2 mM ethylene glycol-bis (E3257, Sigma-Aldrich) for 30 min, and then in PBS containing 1% formaldehyde for another 10 min. Chromatin was sheared by Sonifier SLPe40 (Branson Ultrasonics, Danbury, CT) and the average DNA size (approximate 400 bp) was confirmed by Agilent 2100 Bioanalyzer (Agilent Technologies, Palo Alto, CA). Sonicated nuclear extracts were immunoprecipitated with primary antibodies listed in Supplementary Table S1. The purified DNA was quantified with quantitative real-time PCR using the primer sequences listed in Supplementary Table S4. The results are presented as a percent input value.

### ELISA

IL6 concentrations in culture media and serum were measured using Mouse IL6 Quantikine ELISA Kit (R&D Systems, Minneapolis, MN) as described previously^4^.

### Flow cytometric analyses of splenocytes and peritoneal exudate cells

Harvested spleens were suspended in phosphate-buffered saline (PBS), followed by passage through a 100-μm nylon cell strainer (BD Falcon, Bedford, MA). After red blood cells lysis, the residual cells were filtered through a 100-μm nylon net filter. Prepared splenocytes and peritoneal exudate cells were counted using Countess automated cell counter (ThermoFisher Scientific, Waltham, MA). Flow cytometric analyses for splenocytes and peritoneal macrophages were performed using FACS CantoII (BD Biosciences) and FlowJo 7.2.2. software (Tomy Digital Biology, Tokyo, Japan).

### Statistical Analysis

Data are expressed as means ± standard error of means (SEMs) and a P value of <0.05 was considered significant for all experiments. Statistical analysis was performed using Student’s t-test or ANOVA followed by Scheffe test, where appropriate. The statistical analysis in the survival curve was performed with the log-rank test. All of the experiments in this article were repeated more than 3 times.

## Additional Information

**Accession codes:** Microarray data have been deposited in the NCBI Gene Expression Omnibus under accession code GSE78153.

**How to cite this article**: Hachiya, R. *et al*. The H3K9 methyltransferase Setdb1 regulates TLR4-mediated inflammatory responses in macrophages. *Sci. Rep.* **6**, 28845; doi: 10.1038/srep28845 (2016).

## Supplementary Material

Supplementary Information

## Figures and Tables

**Figure 1:**
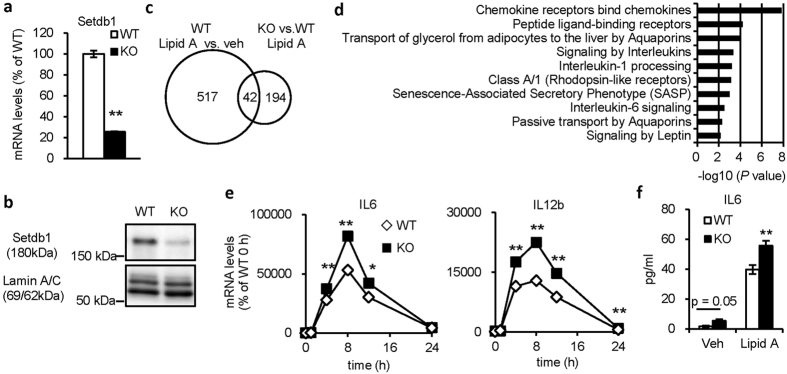
Setdb1 suppresses TLR4-mediated proinflammatory cytokine expression. (**a**,**b**) Expression of Setdb1 in peritoneal macrophages from LysM Cre/+:Setdb1 fl/fl (KO) and +/+:Setdb1 fl/fl (WT) mice. (**a**) mRNA expression (**P < 0.01, n = 3) and (**b**) representative Western blots of nuclear extracts. (**c**) Venn diagram of 42 genes upregulated by lipid A treatment in KO macrophages. KO and WT peritoneal macrophages were treated with lipid A (10 ng/ml) or vehicle for 4 hours. (**d**) Gene ontology analysis of the 42 genes. The top 10 significantly enriched categories are shown. (**e**) Time course of mRNA expression of proinflammatory cytokines in KO and WT peritoneal macrophages (*P < 0.05, **P < 0.01 vs. WT, n = 3). Cells were treated with lipid A (10 ng/ml) or vehicle for indicated times. (**f**) IL6 levels in the culture media (**P < 0.01 vs. WT, n = 3). Cells were treated with lipid A (10 ng/ml) or vehicle for 8 hours.

**Figure 2:**
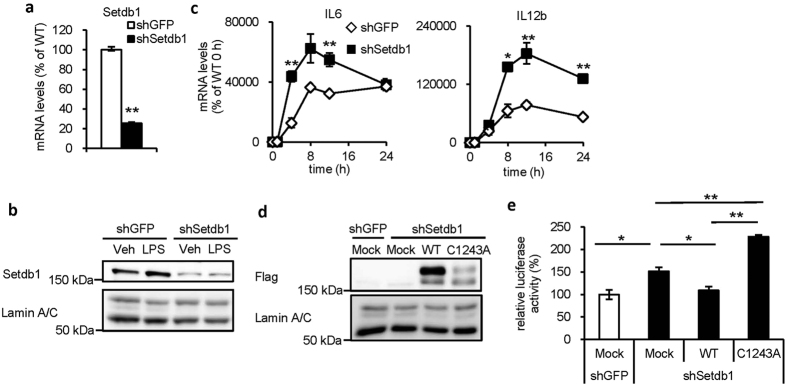
Setdb1 suppresses IL6 transcription by H3K9 methyltransferase activity. (**a**,**b**) Retrovirus-mediated knockdown of Setdb1 in J774.1 macrophage cell line. Cells infected with the control shRNA are indicated as shGFP. (**a**) mRNA expression (**P < 0.01, n = 3) and (**b**) representative Western blots of nuclear extracts. (**c**) Effect of Setdb1 knockdown on mRNA expression of proinflammatory cytokines in J774.1 macrophages. Cells were treated with LPS (100 ng/ml) or vehicle for indicated times (*P < 0.05, **P < 0.01 vs. shGFP, n = 3). (**d**,**e**) Role of the lysine methyltransferase activity in Setdb1-mediated IL6 transcription. shGFP- and shSetdb1-J774.1 macrophages transiently transfected with empty vector (Mock), wildtype Setdb1 (WT) or lysine methyltransferase-defective Setdb1 (C1243A) were used. (**d**) Representative Western blots of nuclear extracts. (**e**) A luciferase assay using the proximal IL6 promoter (from -581 bp) (*P < 0.05, **P < 0.01, n = 3).

**Figure 3:**
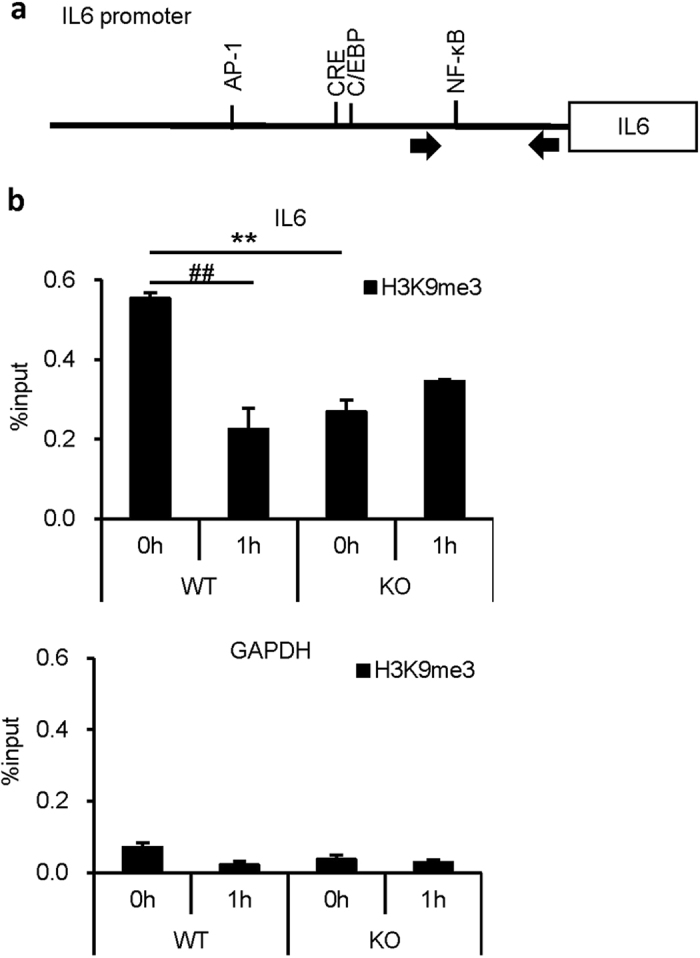
Setdb1-mediated H3K9 methylation on the IL6 promoter. (**a**) Structure of the proximal IL6 promoter. The region containing the NF-κB-binding site was amplified for ChIP-qPCR analysis. Arrows indicate the qPCR primers. (**b**) A ChIP assay of H3K9me3 in peritoneal macrophages from KO and WT mice. Cells were treated with lipid A (100 ng/ml) or vehicle for indicated times. The results were presented as percent input. GAPDH gene was used as a negative control. (**P < 0.01 vs. WT, ^##^P < 0.01 vs. 0 h, n = 3).

**Figure 4:**
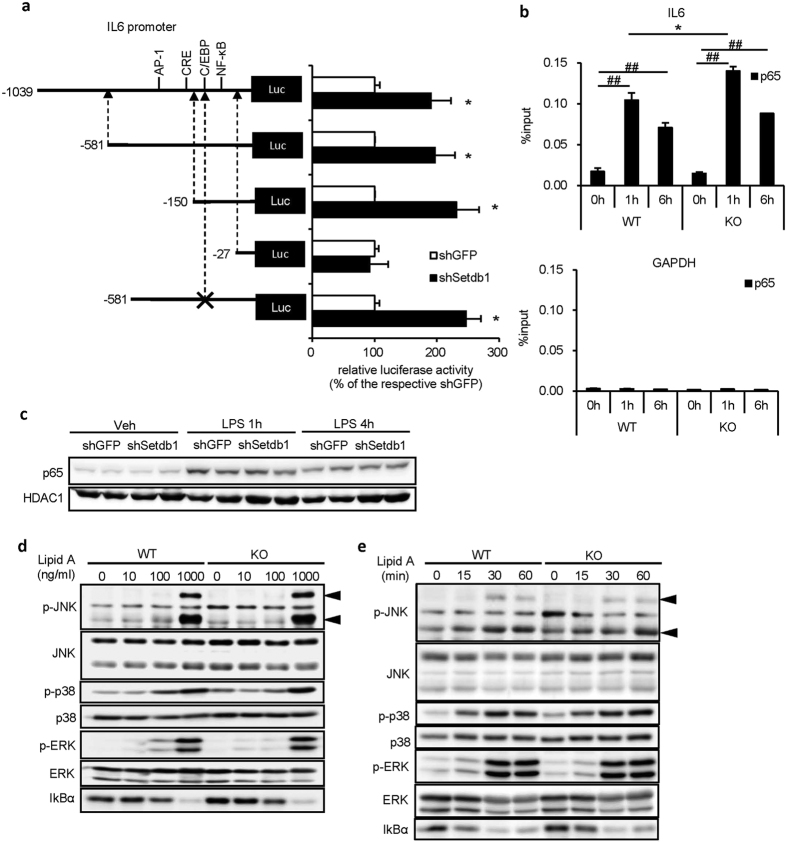
Setdb1-deficiency increases NF-κB p65 recruitment to the IL6 promoter. (**a**) An IL6 promoter luciferase assay in J774.1 macrophages infected with shSetdb1 or shGFP retrovirus. Cells were transiently transfected with a series of truncated or mutated (indicated with “x”) IL6 promoters and treated with LPS (100 ng/ml). (*P < 0.05, n = 3). (**b**) A ChIP assay of p65 in peritoneal macrophages from KO and WT mice. Cells were treated with lipid A (100 ng/ml) or vehicle for indicated times. GAPDH gene was used as a negative control. (*P < 0.05 vs. WT, ^##^P < 0.01 vs. 0 h, n = 3). (**c**) Representative Western blots for p65 in nuclear extracts from shSetdb1- and shGFP-J774.1 macrophages. Cells were treated with LPS (100 ng/ml) or vehicle for indicated times. (**d**,**e**) Representative Western blots for phosphorylated JNK, p38, and ERK and IκBα. The whole cell lysates were used. Peritoneal macrophages from KO and WT mice were treated (**d**) with the indicated concentrations of lipid A or vehicle for 15 minutes or (**e**) with 100 ng/ml of lipid A or vehicle for indicated times.

**Figure 5:**
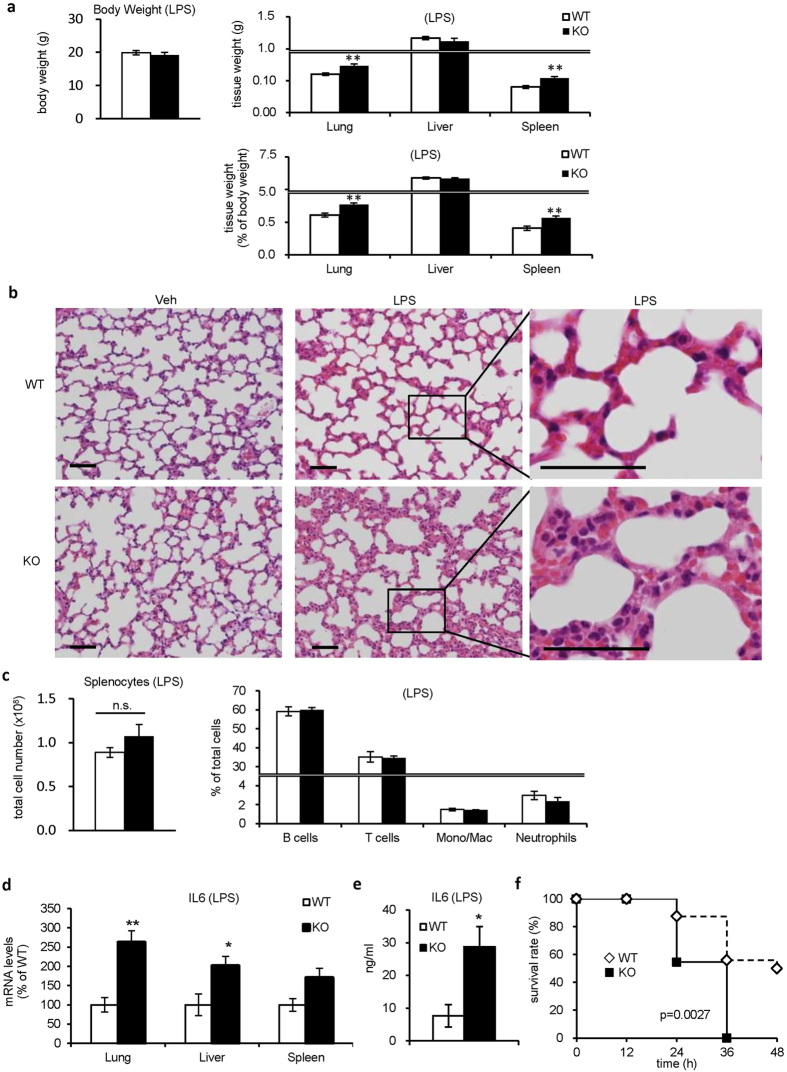
Setdb1-deficient mice are susceptible to LPS challenge. (**a**–**d**) LPS (1 mg/kg body weight) was injected intraperitoneally to KO and WT mice and euthanized at 24 hours after LPS challenge. (*P < 0.05, **P < 0.01, n = 7) (**a**) Body weight and tissue weights. (**b**) Hematoxylin and eosin staining of the lungs. Scale bars, 50 μm. (**c**) The total cell number and population of splenocytes were analyzed with flow cytometry. B lymphocytes, B220^+^; T lymphocytes, CD3ε^+^; monocytes/macrophages, CD11b^+^Ly6G^−^; neutrophils, CD11b^+^Ly6G^+^. (**d**) mRNA expression of IL6 in various tissues. (**e**) Serum IL6 concentrations at 8 hours. (**f**) Survival curve of KO and WT mice after the lethal dose of LPS injection (15 mg/kg body weight) (WT, n = 16; KO, n = 11).

**Figure 6:**
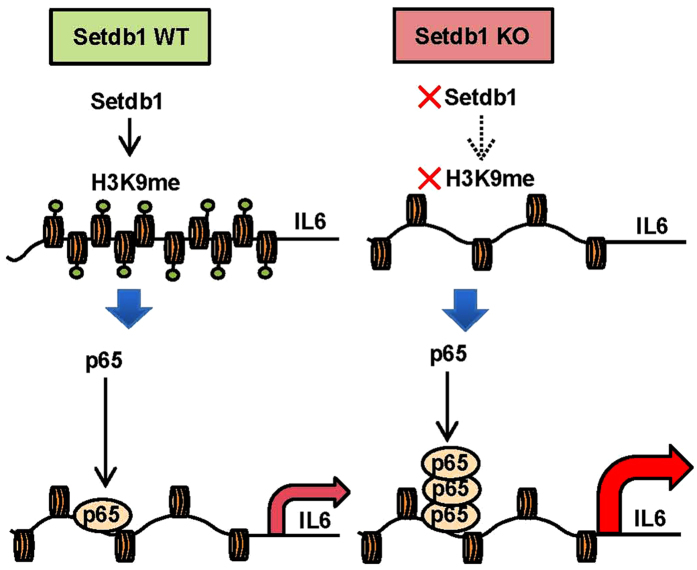
Schematic representation of the role of Setdb1 in the regulation of TLR4-mediated IL6 expression. At resting-state, Setdb1 maintains the H3K9 methylation levels of the proximal region of IL6 promoter. Upon LPS stimulation, there is a reduction of H3K9 methylation levels, which is linked to the recruitment of NF-κB p65 to the site, thereby activating IL6 transcription. The Setdb1-mediated resting-state H3K9 methylation may act as a gatekeeper that regulates NF-κB accessibility.

How the deposited data were processed for this re-analysis (not part of the article)

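Gene expression was measured in thioglycollate-elicited peritoneal macrophages of WT and KO mice treated with vehicle or lipid A for 4 h, on 1 Affymetrix array for each of the 4 conditions. The authors deposited 1 table of probe set values for the 4 arrays. Its unit is the intensity of a probe set as a linear signal, which the authors made from the scanned arrays with software that is not given in the sources used here. All values are above 0, and the mean after trimming 2% at each end is 500.004 on each array, from which a scaling of each whole array to a common mean was inferred. No further normalization between arrays was inferred or applied. Detection calls and increase calls, which the paper combined with its fold thresholds, are not used here. The number of arrays limits the precision, and signals near background carry little information about a fold.

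The table holds 45101 probe sets, of which 64 controls were left out. Gene names came from the platform annotation as supplied for this work, in which 34945 of the remaining probe sets have 1 gene symbol, 932 have several and 9160 have none. Only probe sets with 1 symbol were given a gene name, and 34741 of them matched a gene number of the RefSeq gene table. Each of the 18193 genes was represented by the probe set with the highest mean log2 signal over the 4 arrays. No genomic coordinates are given, since the platform annotation used here names no genome build.

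Signals were log2-transformed and compared between WT lipid A and WT vehicle, KO lipid A and KO vehicle, and KO and WT under each treatment. The thresholds were those of the paper, over 2-fold for induction by lipid A and over 3-fold between KO and WT. A gene counted as detected in a comparison when the array with the higher signal held it at or above that array's median over all probe sets that are not controls, as a stand-in for the calls. A fold is printed as measured when both signals reach the median of their array, and as a lower bound against that median when the lower signal does not. No p-value was computed, since genes are not replicates.

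Gene lists were written before the data were examined, 33 in number with 542 genes, of which 487 have a probe set with 1 symbol. The median log2 difference of the detected members of a list was set beside 10000 random lists of the same size, matched on mean expression in 20 bins. The genes named in the text were chosen by a rule fixed at the same time. They are the genes the paper names, the 10 genes with the largest ratio of WT lipid A over WT vehicle, the 15 largest KO over WT ratios among the genes of the overlap, the 5 largest differences in each direction between KO and WT under each treatment among genes at or above the median in both arrays, up to 4 members of each list with the largest difference in the comparison described, and up to 10 genes over 3-fold different the same way under both treatments. Genes named outside this rule are marked in the text as named after their values were seen.

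Technical spread was taken as the SD of the log2 difference between probe sets of the same gene, which was 0.39 for WT lipid A over WT vehicle, 0.46 for KO lipid A over KO vehicle, 0.41 for KO over WT under lipid A and 0.42 for KO over WT under vehicle. The ratio of 3' to 5' probe sets, a sign of RNA integrity, was 2.00, 2.09, 2.19 and 1.79 for actin in WT vehicle, WT lipid A, KO vehicle and KO lipid A, and 0.945, 1.07, 1.35 and 1.06 for Gapdh.

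The counting step was tested on simulated data for KO over WT under lipid A within the genes induced in WT, over 18193 genes with noise of SD 0.3 on the log2 scale per array. Of 50 genes simulated at each size, the step called 22% at 2.5-fold, 76% at 4-fold, 100% at 8-fold and 100% at 16-fold, and it called 0 of 17993 genes simulated without a difference. Every gene was given the same noise, and larger noise of signals near background was not simulated. The 0 calls are therefore no false call rate for these arrays, where the overlap went from 47 to 229 genes with no filter. The alternatives were other scalings of the arrays, other detection filters, a floor at the array median, other ways from probe sets to genes and other fold thresholds. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3 and SciPy 1.17.1, and plots were drawn with matplotlib 3.10.9.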

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

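The tests of explanations in this part were chosen after the results they bear on were seen, whereas the count of genes that differed under both treatments was planned, and the criteria of 2 of the tests were revised once after their first results. The correlation test was first held against a state of the whole WT culture and was then narrowed to single genes, and the test of activation in WT vehicle first needed only chemokines below random lists, which they were, before the NF-κB feedback inhibitors were added to it. For a gene group to be given here, a minimum number of detected members and the same sign with signals below the array median raised to it were required, and both requirements were also added after results were seen. Each condition has 1 array, so none of these differences has a replicate check.

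Under lipid A the chemokines had a median log2 difference of 0.84 between KO and WT, and under vehicle of -0.35, over 24 and 15 detected members, and the 15 detected under both treatments had a lipid A median of 0.93, so that the genotype difference had opposite signs under the 2 treatments. Taken as the KO response minus the WT response, the difference between the treatments had a median of 1.14 over 24 chemokines. This lay above the random range of -0.38 to 0.066, without a replicate check. Array scaling, which moves every gene of an array alike, is argued against as the cause of the higher cytokine and chemokine signals under lipid A by the median of -0.50 of the interferon-stimulated genes, at percentile 0 of random lists. A lipid A response stronger in KO for every induced gene, by the size seen for the chemokines, is argued against by the interferon-stimulated genes. Their median log2 response was 3.51 in WT and 3.70 in KO. The KO response exceeded the WT response by a median of 0.045, within the random range of -0.26 to 0.13, against 1.14 for the chemokines. These genes were also lower in KO vehicle, a difference that this measure subtracts. A stronger response of only some induced genes, or one too small to leave the random range, stays open. If WT responded less to lipid A at just those genes already higher in WT vehicle, a negative rho would be expected. Spearman's rho between the KO over WT differences under vehicle and under lipid A was 0.20 across 31 cytokines and chemokines. Its 95% bootstrap interval was -0.12 to 0.47, across genes, which are not independent replicates. The interval lay above a cut of -0.5, which was chosen after results were seen. Across the 10855 genes detected in both comparisons rho was 0.23, so differences shared by genes in general may have masked a negative rho here. The test therefore does not decide on that explanation. A weak form in particular stays open, since the interval includes negative values. A state of the whole WT culture that lowers its response and a difference between single cultures stay open, as does an effect of the deletion on these genes, which these arrays do not test.

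B cell markers had a median log2 difference of 2.74 between KO and WT under vehicle, T and NK cell markers of 1.85 (0.57 under lipid A, within the random range of -0.83 to 0.94), genes of resident large peritoneal macrophages of 1.99, and mesothelium and fibroblast markers of -1.18, or 1.83, 1.11, 1.99 and -0.66 with signals below the array median raised to it, and the paper does not report on these genes. A lower share of macrophages in the KO cultures would raise the markers of every other cell type, and the median of -1.18 for mesothelium and fibroblasts, at percentile 0.0200 of random lists, argues against it as the whole cause. More B cells in the KO cultures cannot be told apart from other causes, because the KO over WT differences of 9 markers under vehicle and under lipid A, with signals below the array median raised to it, had a median absolute gap of 0.61, against 0.59 for the spread of 2 differences between probe sets, and because each culture was measured once. The B cell markers with the highest signals in KO vehicle were Ms4a1 at 2399, Ighm at 1760.3 and Fcmr at 1218. These signals do not rank the transcripts by abundance, since further probe sets on the same array gave 861 for Ms4a1 and 142 for Ighm. Of the 12 measured B cell markers, 6 also reached the median in WT vehicle. Cd22, with signals above the median on every array, was lower in KO, by log2 differences of -0.27 under vehicle and -0.89 under lipid A. Outside the list, the immunoglobulin light chain transcript Igkv8-30 was 8.60-fold higher in KO under vehicle and 5.91-fold under lipid A. Iglv1, another, was at least 8.30-fold and at least 5.72-fold higher. Both were named after their values were seen and go the way that more B cells would. They were picked from genes higher in KO, so genes that go the other way were not counted. The paper selected macrophages as the cells attached after culture, a step that would deplete B cells, and reports no difference in the number of macrophages defined by flow cytometry (Supplementary Fig. S1).

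Under vehicle, the chemokines and the interferon-stimulated genes were lower in KO than in WT as groups, while classical (M1) activation genes had a median log2 difference of 0.38 (-0.71 with the median over probe sets), with 3 higher and 3 lower. Fpr2 gave 1344 in WT vehicle and 56.6, a background signal, in KO vehicle. Acod1, which lipid A raised to 48030 in WT, gave 3839 in WT vehicle and 51.4, also background, in KO vehicle. Of the higher M1 genes, Marco and Gpr18 were also over 3-fold higher in KO under lipid A. Array scaling is argued against as the cause of the lower groups, because the macrophage identity genes had a median of 0.023, at percentile 42.5 of random lists, while the interferon-stimulated genes had -0.57. Whether the WT vehicle culture was activated without lipid A cannot be told apart from an effect of the deletion, since the chemokines had -0.35, below the random range of -0.18 to 0.29, but the NF-κB feedback inhibitors had 0.094, within their range of -0.17 to 0.24 (-0.21 without probe sets ending in _x_at or _s_at). That list also holds the cytokine signaling inhibitors Cish, at 1.03 under vehicle, and Socs3, at -1.48, so its median is not one of NF-κB feedback alone. With 1 culture per condition, neither explanation can be separated from a difference between single cultures. The KO vehicle array also had the highest ratios of 3' to 5' probe sets. They were 2.19 for actin and 1.35 for Gapdh, against 2.00 and 0.945 in WT vehicle. Whether RNA integrity moved these groups was not tested.

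Over both treatments, 144 genes were over 3-fold higher in KO and 57 were over 3-fold lower, where 17.9 and 9.62 would be shared by independent lists over the 10855 genes detected in both comparisons. With all 4 arrays at or above their median there were 42 and 22, against 0.860 and 0.411 for independent lists, so that most of the 144 and of the 57 had a signal below the median on at least 1 array. The comparisons share no array. Among the 10 with the largest mean difference as measured were Marco, Egr3, Cd72, Ms4a1 and Ramp3, which were higher in KO, and Fblim1, which was lower, while Crisp3, Alpk2, Cttnbp2 and Scara5 had signals near background. With signals below the array median raised to it, the largest mean differences were those of Ramp3, Ms4a1, Plac8, Hp and Serpinb1a, and Hp, which was named after its values were seen, was at least 20.4-fold lower in KO under lipid A and at least 12.8-fold lower under vehicle.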

How the results depend on the processing

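Counts of genes depended on the detection filter and on the way from probe sets to genes. The 7 counts are given in the order genes higher with lipid A in WT, genes higher with lipid A in KO, genes higher in KO under lipid A, lower in KO under lipid A, the overlap, higher in KO under vehicle and lower in KO under vehicle, and their values as reported above were 1429, 1378, 783, 707, 47, 754 and 438. They were 3274, 2955, 2020, 1960, 229, 2263 and 1539 with no filter, 844, 893, 377, 296, 45, 312 and 177 with the higher array at or above its 60th percentile, 2070, 1938, 1268, 1177, 51, 1259 and 811 at the 40th percentile, 517, 567, 117, 61, 31, 94 and 66 with both arrays at or above their median, and 692, 695, 158, 81, 44, 145 and 75 with signals below the array median raised to it. By their construction these filters admit or remove genes near background. Counting every probe set gave 3441, 3488, 2103, 1910, 81, 1835 and 1270, and accepting any probe set of a gene gave 2238, 2234, 1456, 1351, 58, 1274 and 911. With thresholds of 1.5-fold and 3-fold, 2203 and 863 genes were higher in WT lipid A. At 2-fold, 1307 genes were higher and 1272 lower in KO under lipid A, 1332 and 740 under vehicle, and the overlap held 95 genes. Taking the overlap as a fold induction in KO over 3 times that in WT gave 90 genes, of which 30 were among the 47.

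Centring each array on its median gave 1177, 1609, 769, 717, 42, 565 and 585, quantile normalization 1342, 1548, 746, 732, 45, 594 and 528, the median over probe sets 1313, 1331, 712, 657, 42, 688 and 448, and leaving out probe sets that end in _x_at or _s_at 1425, 1361, 776, 711, 46, 740 and 440, all within 1.5 times. Under vehicle, 63.3% of the genes over 3-fold different were higher in KO, against 49.1% with centred arrays and 52.9% with quantile normalization. The number of genes higher in KO under both treatments was 42 with all 4 arrays at or above their median and 115 with quantile normalization, and, as an alternative chosen after seeing the data, 135 without the lists of other cell types. Leaving out these short lists took the genes from 18193 to 18099 and kept Igkv8-30 and Iglv1, which are on no list. The 135 therefore does not show how far cell composition matters. Also chosen after seeing the data, leaving out genes with a KO signal over 3 times the WT signal under vehicle left 40 of the 47 genes.

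Of 602 recomputed group medians, 49 took the opposite sign, 42 of them with a median within the range of random lists and 7 with one outside it, and 17 of the 49 came from centring the arrays and 17 from the median over probe sets. These 7 follow. Under vehicle, the KO over WT median was 0.10 for the cytokines and 0.037 for neutrophils with the floor, -0.065 for Setdb1 partners with centred arrays, and, with the median over probe sets, -0.71 for classical (M1) activation and 0.12 for sex-specific genes. In WT lipid A over WT vehicle, the median over probe sets gave -0.39 for dendritic cells and -0.050 for p53 targets. Of 1462 recomputed differences of named genes, 1240 moved by less than the spread, 201 moved further and 21 took the opposite sign. With the median over probe sets these were, for KO over WT under lipid A, Nr4a3 at -2.56, Plagl1 at -0.41, Ighm at -0.065, Mecom at 1.23, Suv39h2 at -0.045 and Zbtb46 at 1.55, for KO over WT under vehicle, Gata6 at -1.10, Gp1bb at -0.57, Ltbp1 at -1.82 and Mecom at -1.23, and for WT lipid A over WT vehicle, Ccna2 at -0.074, Fscn1 at -0.45, Ighm at 2.39 and Mecom at -1.42. Without probe sets ending in _x_at or _s_at, Plagl1 was at -0.41 and Itgae at -2.72 for KO over WT under lipid A. With the floor, under vehicle, Il1b was at 0.044, Il1r2 at 0.034, Il33 at 0.25 and Lum at 0.30, and Mpo was at 0.11 for WT lipid A over WT vehicle. In 20 of these 21 cases, all but that of Fscn1, at least 1 of the 2 signals compared lay below its array's median, and in 11 both did, so that these signs carry little information. Apart from the filters, the cause was not tested. No paired analysis was possible because each condition has 1 array, and signals below the array median limit folds to lower bounds.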

Differences from the paper's values

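The paper reports 559 genes over 2-fold higher with lipid A in WT macrophages, with present and increased calls, and 1429 genes were counted here with the stand-in for these calls. Of the alternatives set before the data were examined, 517 genes with both arrays at or above their median and 692 genes with signals below the median raised to it lay within 1.5 times of the paper's number. The counts with centred arrays, quantile normalization, no filter, the 60th and 40th percentiles, every probe set, any probe set of a gene, the median over probe sets and without probe sets ending in _x_at or _s_at did not, at 844 to 3441. The overlap of 47 genes lay within 1.5 times of the paper's 42.

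The number of genes over 3-fold higher in KO lipid A and not induced in WT is about 190 in Fig. 1c, read by eye, and 736 were counted here. None of the 11 alternatives lay within 1.5 times, at 86 and 114 for the strictest and 332 to 2022 for the others.

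Setdb1 mRNA in KO was about 26% of WT in Fig. 1a, read by eye, and 58.7% under vehicle on these arrays, from 1 probe set. The median over its 3 probe sets gave 26.6%, within 1.5 times of the paper's value, but it divides the signals of 2 different probe sets, both below the median of every array, and so carries no information on the deletion. The remaining alternatives, at 45.4% to 58.7%, did not come as close.

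Il6 mRNA in KO over WT at 4 h of lipid A was about 1.3 in Fig. 1e by RT-qPCR, read by eye, and 6.78 on the arrays, with 6.43 to 6.78 under the alternatives, none of which lay within 1.5 times. Il12b was about 1.5 in Fig. 1e, read by eye, and 7.80 on the arrays, with 7.38 to 8.88 under the alternatives, none of which lay within 1.5 times.

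From preliminary data that it cites as unpublished, the paper states that mRNA of the other H3K9 methyltransferases was unaffected by the deletion in macrophages. Of those it names, Ehmt1 (Glp) and Ehmt2 (G9a) differed by 1.13-fold and 1.01-fold between KO and WT under lipid A and by 1.12-fold and 1.02-fold under vehicle, and Suv39h2, with signals near background, was at least 1.05-fold higher in KO lipid A, while Suv39h1 was not analysed here. Setdb2 was 2.35-fold lower in KO lipid A (1753 against 745) and 1.10-fold lower under vehicle, so that 1 of the 3 genes of this set with lipid A signals at or above the median in both genotypes differed by over 2-fold.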

Other observations

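Under lipid A, genes of classical (M1) and of alternative (M2) activation were both higher in KO as groups, with medians of 1.81 (9 of 13 over 2-fold higher, 1 lower) and 1.18 (7 of 13 higher, 1 lower). With signals below the array median raised to it, the M1 median stayed at 1.81 and the M2 median was 0.71. Of the M2 genes, Clec10a was at least 5.95-fold higher in KO lipid A and Retnla 3.41-fold, while Chil3 was 3.20-fold lower. Genes of TLR4-proximal signaling had a median of 0.22 under lipid A, with 2 of 22 higher and 0 lower, and of -0.012 under vehicle. Tlr4 was 1.22-fold lower in KO lipid A (2.33-fold from a further probe set), Myd88 differed by 1.00-fold, and Cd14, the LPS coreceptor, was 1.97-fold higher. Immediate early genes had medians of 0.68 under lipid A and 0.66 under vehicle, and genes of MHC class II presentation 0.66 and 0.59. Cdkn2a, which encodes a cell cycle inhibitor, was 4.80-fold higher in KO under lipid A and 9.43-fold higher under vehicle (164 against 1545).

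Among genes of resident large peritoneal macrophages, Prg4 was 7.10-fold higher in KO under lipid A and 8.91-fold under vehicle, Fn1, which encodes fibronectin, 5.03-fold and 5.44-fold, and Tgfb2 6.23-fold and 5.19-fold. Gata6, the transcription factor of these cells, was 3.55-fold higher under vehicle from 1 of its 3 probe sets, the other two being below the median of both vehicle arrays. Of the fibroblast genes, Dcn was 2.87-fold lower in KO under lipid A and 4.02-fold under vehicle. Among genes at or above the median in both vehicle arrays, the largest differences were Ramp3 at 24.8-fold higher in KO, followed by Plac8, Ms4a1 and Serpinb1a at 16.2-fold, and Cxcl3, Clec4e at 13.6-fold, Met at 13.6-fold, Tmem178 at 12.7-fold and Mmp14 at 12.2-fold lower in KO. Among those at or above the median in both lipid A arrays, the largest differences with lower signals in KO were Dio2 at 17.7-fold, Hal at 16.8-fold, Fbxo32 at 12.8-fold, Mmp8 at 10.8-fold and Mgll at 9.48-fold. Further probe sets gave smaller folds of 5.47-fold for Serpinb1a, 7.02-fold for Dio2, 2.64-fold for Fbxo32 and 5.47-fold and 3.96-fold for Mgll, and a larger one of 29.6-fold for Clec4e.

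The KO over WT medians of the remaining lists under lipid A and vehicle were 0.51 and 0.60 for chemokine receptors, -0.18 and 0.11 for H3K9 methyltransferases, 0.20 and 0.31 for Setdb1 partners, H3K9 readers and H3K9 demethylases, 0.63 and 0.77 for germline genes silenced by methylation, 0.21 and -0.47 for interleukin-1 processing, 0.076 and 0.21 for interleukin-6 signaling, and 0.50 and -0.010 for leptin signaling. They were 0.75 and 0.79 for dendritic cells, 0.67 and 0.36 for mast cells and basophils, 0.21 and 1.24 for erythrocytes and platelets, and -0.62 and -1.41 for sex-specific genes. They were 0.44 and 0.58 for the cell cycle, 0.43 and 0.092 for p53 targets and apoptosis, 0.019 and 0.088 for glycolysis and hypoxia, and 0.050 and 0.19 for cholesterol synthesis and LXR targets. With each array centred on its median, the vehicle median was -0.26 for H3K9 methyltransferases, -0.065 for Setdb1 partners, -0.16 for interleukin-6 signaling, -0.0076 for mast cells and basophils, -0.28 for p53 targets, -0.28 for glycolysis and -0.18 for cholesterol synthesis, and with quantile normalization the lipid A median of glycolysis was -0.036. With the median over probe sets the vehicle median was 0.12 for sex-specific genes, -0.20 for p53 targets, -0.036 for glycolysis and -0.021 for H3K9 methyltransferases, and the lipid A median of glycolysis was -0.11. With signals below the array median raised to it, the lipid A median was 0.12 for the cell cycle and 0.16 for germline genes. With signals raised in the same way it was 0.21 for chemokine receptors, and the vehicle median of interleukin-1 processing was -0.18. Aquaporins and eosinophils had fewer than 3 detected members under lipid A, and no median is given.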
